A study of Mus musculus with 4 samples. Its data were reported in "Smad4 restricts injury-provoked biliary proliferation and carcinogenesis" (2024).

How the data were processed

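RNA was sequenced from mouse AKPS liver tumour cells, which were derived from mice carrying the Alb-Cre transgene and floxed Smad4 alleles among other tumour-driving alleles. Cells of 2 lines, A3723 and A3474, had been infected with lentivirus carrying either an empty vector (EV) or Smad4. They were moved to low serum and then given TGFβ1, a ligand of the pathway in which SMAD4 acts, at 20 ng/ml for 48 h before RNA was harvested. Poly(A) libraries were made with a stranded TruSeq mRNA kit. There were 4 libraries in 2 groups, 1 EV and 1 Smad4 library from each line, so n = 2 per group. The labels give the line of each library, and nothing in them describes repeat cultures of a line.

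The deposited table held values for 53735 genes in 4 columns, in the unit of signal: the authors divided the reads counted per gene by a size factor for each library, which gives normalized counts. The submitters' processing notes name Trimmomatic 0.36, featureCounts, DESeq2 1.16.1 and R 3.4.1. They name 2 genome builds, GRCm38.p6 and mm9, without saying which step used which. The aligner for these libraries, its settings and the strand setting of the counting are not given in the sources used here. Reads shared between near-identical genes, overlapping genes and antisense partners are therefore uncertain.

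The deposited values were whole multiples of the worth of 1 read in each library, within 0.01 read, for 100% of values. Whole reads were recovered in this way, with size factors of 1.12 and 1.03 for EV and Smad4 in A3723 and of 1.03 and 0.857 in A3474, on the scale on which the table was normalized. Recovered totals were 28293941 and 26086404 reads in A3723 and 27471595 and 24943784 in A3474. A count of 0 was taken to allow up to 3 reads in a library. Such floors, and intervals computed from reads, cover counting error only. Gene positions came from GENCODE M21 on GRCm38, matched by gene symbol. A symbol match gave a position for 28453 genes, and no coordinate was converted between builds.

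The comparison of Smad4 with EV used limma on log2(normalized count + 1), with a trend of the variance on expression, for the 13874 genes with a mean of at least 10 normalized counts. P-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Fold changes are on this log2 scale, which understates changes of low genes. The fit without a covariate was chosen for the comparison, and the fit with the cell line as a block was set beside it in advance. The lines pair the libraries, because each line gave 1 EV and 1 Smad4 library. After subtraction of the group means, the EV and Smad4 libraries of a line deviated together (r = 0.845 across genes, which are not independent replicates). The fit without the block had 2 residual degrees of freedom and the fit with it had 1. Line A3474 was compared with A3723 by the same method with the vector as a term. P-values of single genes rest on the spread between these libraries and on variance pooled over genes. Each line gave a single pair, so a different response of the 2 lines could not be tested.

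Gene lists (33, of which 32 had at least 4 measured members) were compared with all other tested genes by camera in limma with a preset correlation of 0.01. These camera p-values take genes as the units and do not measure the spread between libraries or cultures. Every list call was also tested with an estimated correlation and with fry, which tests whether the genes of a list move, on balance, in 1 direction. The lists covered TGFβ/SMAD targets, BMP/ID genes, TGFβ superfamily members, epithelial-mesenchymal transition (EMT), epithelial junctions, basement membrane, integrins, DNA replication, G2/M, cell-cycle brakes, p53 targets, MYC targets, ribosomal proteins, nuclear and mitochondrial respiratory genes, fatty acid oxidation, interferon, TNF, immediate early, hypoxia, unfolded protein, cholesterol, xenobiotic and apoptosis genes, DNA methylation enzymes and markers of cholangiocytes, hepatocytes, fibroblasts, endothelium and leukocytes. A further 3 short lists were taken from genes the study itself measured by qPCR or named.

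Tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. edgeR and DESeq2 were run as alternatives on the recovered reads. The code was tested on simulated reads with 200 seeded changes among the 13874 genes and with lines as different as these. For the comparison of Smad4 with EV, limma without the block called 0% of 2-fold, 4-fold and 8-fold changes. With the block it called 43.1% of 2-fold, 89.6% of 4-fold and 100% of 8-fold changes, and 0.118% of 13540 unchanged genes. The changed genes numbered 65, 67 and 67, so false calls were a larger share of all calls than that percentage. DESeq2 without the block called 34.3% of 4-fold and 65.7% of 8-fold changes. With no difference between lines, limma without the block called 24.2%, 97.0% and 100% of the 2-fold, 4-fold and 8-fold changes. Camera recovered a simulated list of 40 genes that were all shifted by 2-fold. Genes were simulated independently, so this does not test list calls among correlated genes or smaller shifts. Every gene had the same noise setting (dispersion 0.047), and each simulated change was equal in both lines. Real genes and lines need not be so.

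Groups, tests, gene lists, the settings to vary and the rule for named genes were fixed before the data were examined. The rule named Smad4; the 5 genes with the largest change in each direction past the threshold, with a mean of at least 50 normalized counts and the same direction in both lines, in the fit without and in the fit with the block; from each list the 2 members with the largest change past the threshold, or the most abundant member where none passed; the members of the short study lists; and the markers Krt7, Krt19, Epcam, Sox9, Arg1, Hnf4a and Alb with Tgfb1, Myc and Dnmt1. For the lines it named the 5 largest differences in each direction and the same markers. Predicted gene models and pseudogenes were counted but not named. Some genes that the rule named are not reported here, and they stay in the counts of calls and in the list tests. The alternatives varied the pseudocount, the filter on low values, the normalization, the tool, the variance model, the block and the list test, and left out each library in turn. Further settings of the limma fit with the block, including a correction for GC content and length, were added after the data were seen.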

Results

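Polyadenylated RNA was measured in 4 libraries from TGFβ1-treated AKPS tumour cells. Lines A3723 and A3474, each derived from a liver tumour of Smad4-deleted mice, gave 1 library with an empty vector (EV) and 1 library with Smad4 put back by lentivirus. The libraries held between 24943784 and 28293941 reads and detected between 18287 and 20445 genes with at least 1 read. Mitochondrial genes took 1.01% and 1.26% of reads in EV and Smad4 cells of A3723, and 1.09% and 0.707% in A3474. The most abundant gene was Clu in A3723 (0.761% and 1.03% of reads in EV and Smad4), Eef1a1 in the EV library of A3474 (0.852%) and Fn1 in its Smad4 library (1.97%).

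Smad4 mRNA was far higher in both Smad4 libraries than in the EV library of the same line. Smad4 (chromosome 18, 73639009 to 73703780, reverse strand, GRCm38), which encodes the shared partner of receptor-activated SMAD proteins, averaged 860 ± 198 normalized counts with EV and 25029 ± 1013 with Smad4 (SD, n = 2). It rose 35.8-fold in A3723 and 24.3-fold in A3474, a log2 fold change of 4.88 ± 0.19 (SE; limma adjusted p = 0.0103 with the line as a block, and 0.387 without it). The vector transcript and the endogenous transcript are counted together in these values.

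The question was which genes followed the return of Smad4 in cells exposed to TGFβ1. Genes of the TGFβ response, including Inhba, Tgfb1 and Vegfa, were higher with Smad4 in both lines. Keratins of biliary epithelium and the hepatocyte regulator Hnf4a were lower in both. With the line as a block, limma called 122 genes higher and 86 lower among 13874 tested (58.7% higher), and 2364 genes (17.0%) had an unadjusted p under 0.05. Without the block limma called 0 genes, with 440 (3.17%) at an unadjusted p under 0.05 and a lowest adjusted p of 0.387. edgeR without the block called 0 (437 unadjusted), and DESeq2 called 84 higher and 39 lower, 88 of these 123 shared with the set called with the block. With the block, edgeR called 256 genes and DESeq2 791, and 207 genes were called by limma, edgeR and DESeq2. With a single prior variance for all genes in place of the trend, the blocked limma fit called 0 genes (lowest adjusted p 0.196). Below, rose and fell refer to single genes called by limma with the line as a block, and to lists called by camera with a preset correlation. List calls are those without the block, and every one was lost with an estimated correlation. Counts adjusted over the list alone come from the fit with the block. Without it, 3 TGFβ/SMAD targets, 2 integrins, 1 EMT gene and 1 basement membrane gene were higher, 2 cholangiocyte and 2 hepatocyte markers were lower, and 0 members of the other lists passed. Leaving out a library was possible without the block alone and leaves the lines unbalanced, so line differences enter the fold changes and list tests. It moved the log2 fold change of 14 of 32 called genes that are named by over 1.5 times, and turned the sign of 1, Lamb3. Such a move of a fold change is set by the difference between the 2 libraries of the group concerned, which come from different lines. It thus says nothing on how alike the lines responded to Smad4. List calls lost or turned in this way cannot be told apart from line differences.

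The genes with the largest increases encode diverse proteins. Lce1f, a gene of the epidermal cornified envelope cluster, went from 2.68 and 0 normalized counts in the EV libraries of A3723 and A3474 to 129 and 155 with Smad4 (adjusted p = 0.0352). Serpinb9e, a serine protease inhibitor, rose by a log2 fold change of 5.18 ± 0.45 (adjusted p = 0.0240). Ctla2a, which encodes a cysteine protease inhibitor, had a log2 fold change of 5.11 ± 0.60 (adjusted p = 0.0336), which was 2.21 without the EV library of A3723 and 8.01 without that of A3474. Lce1f, Serpinb9e and Ctla2a have closely related family members, so the division of reads among copies is uncertain. Tmeff1, a transmembrane protein with EGF-like and follistatin-like domains, rose by 4.79 ± 0.32 (adjusted p = 0.0155). Cdh6, a cadherin, rose from 4089 to 30244 normalized counts in A3723 and from 2592 to 21473 in A3474 (adjusted p = 0.0105).

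The genes with the largest decreases included secreted and epithelial products. Rbp4 (chromosome 19, 38116629 to 38125281), the plasma carrier of retinol, fell from 3043 to 100.3 normalized counts in A3723 and from 2883 to 169 in A3474. Its log2 fold change was -4.50 ± 0.26 (SE, adjusted p = 0.0105). Hnf4a (chromosome 2, 163506808 to 163572910), a nuclear receptor of the hepatocyte program, fell from 856 to 33.1 in A3723 and from 4966 to 297 in A3474. Its log2 fold change was -4.35 ± 0.24 (adjusted p = 0.0105), and -2.79 or -5.92 without the Smad4 library of A3723 or A3474. Lgals2, a galectin, had a log2 fold change of -4.62 ± 0.34 (adjusted p = 0.0198). Myo15b and Bst1, which encodes an ADP-ribosyl cyclase, had log2 fold changes of -4.58 ± 0.58 and -4.51 ± 0.43 (adjusted p = 0.0381 and 0.0251).

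**Figure D1:**
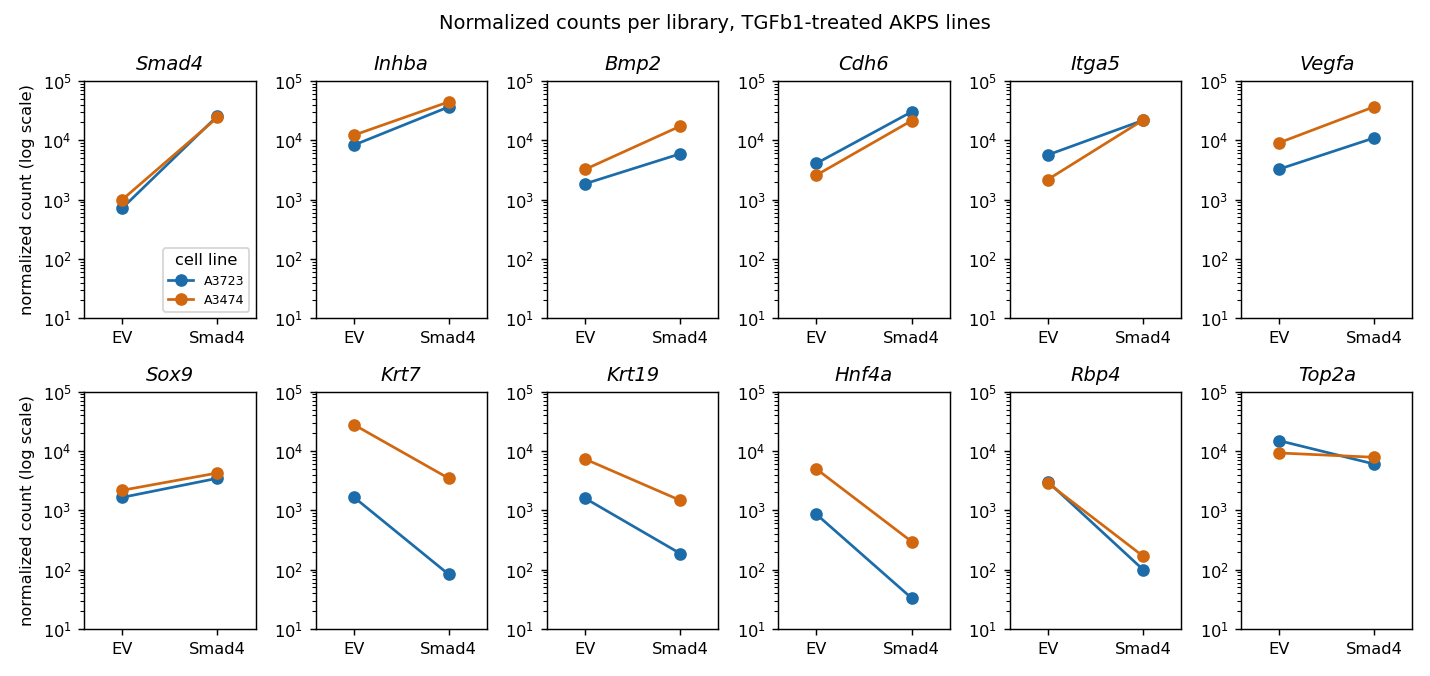
Normalized counts of named genes in each of the 4 libraries, on a logarithmic axis, with 1 point per library and a line joining the EV and Smad4 libraries of the same cell line. Smad4 goes from 720 to 25745 in A3723 and from 1000.2 to 24312 in A3474.

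TGFβ/SMAD target genes rose as a list. Of 32 measured members, 6 rose and 0 fell, and 26 did not pass. Adjusted over the list alone, 23 were higher and 0 lower, and 28 had higher values in both lines. Inhba (chromosome 13, 16011851 to 16031621), the activin A subunit, rose from 8282 to 36679.8 normalized counts in A3723 and from 12179.5 to 44646 in A3474 (log2 fold change 2.01 ± 0.21, adjusted p = 0.0291). Tgfb1 itself rose by 1.29 ± 0.15 (adjusted p = 0.0322), and its value was 0.74 or 1.84 without the EV library of A3723 or A3474. Within lines, Tgfb1 changed by 1.33 in A3723 and by 1.24 in A3474. The list median was a log2 fold change of 0.91, with medians of 0.79 in A3723 and 0.98 in A3474. The camera adjusted p was 6.52e-17, and adjusted p = 0.319 with an estimated correlation. The list call held without each of the 4 libraries in turn.

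BMP/ID response genes were also higher as a list, although none of the 13 members passed on its own (5 higher and 0 lower adjusted over the list alone). Their median log2 fold change was 1.02 (camera adjusted p = 0.0049, and adjusted p = 0.528 with an estimated correlation). The call was lost without the EV library of A3474 (0.422) or the Smad4 library of A3723 (0.705). Id1, an inhibitor of basic helix-loop-helix transcription factors, had 468 and 931 normalized counts in EV and Smad4 cells of A3723, and 244 and 378 in A3474. In the list of 25 TGFβ superfamily ligand, receptor and SMAD genes, the ligand genes Bmp2 and Tgfb1 rose and Bmp4 fell. Bmp1, which the list also holds but which encodes a procollagen protease and not a ligand or receptor, rose too. Bmp2 had a log2 fold change of 2.05 ± 0.22 and Bmp4 of -1.97 ± 0.25 (adjusted p = 0.0297 and 0.0375). Bmp2 was at 2.82 or 1.28 without the Smad4 library of A3723 or A3474, and Bmp4 at -0.55 or -3.40 without the EV library of A3723 or A3474. Within lines, A3723 and A3474 changed by 1.68 and 2.42 for Bmp2 and by -2.14 and -1.81 for Bmp4. Adjusted over the list alone, 6 were higher and 3 lower. The list median was 0.20 (camera adjusted p = 0.0095, and adjusted p = 0.518 with an estimated correlation). That call was lost without the EV library of A3474 (0.192) or its Smad4 library (0.240).

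Mesenchymal and adhesion genes moved unevenly. Of 42 EMT and mesenchymal genes, 3 rose, Cdh6 and Itga5 among them, and 0 fell (8 higher and 1 lower adjusted over the list alone). The list median was -0.04 in A3723 and 0.75 in A3474 (camera adjusted p = 0.00167, and adjusted p = 0.659 with an estimated correlation). The call was lost without the EV library of A3474 (0.553). Among 17 integrins, Itga5 and Itgb3, chains of the fibronectin and vitronectin receptors, rose by 2.63 ± 0.34 and 2.12 ± 0.25 on the log2 scale (adjusted p = 0.0407 and 0.0336). The integrin list was not called (camera adjusted p = 0.850; 3 higher and 1 lower adjusted over the list alone), and its median was -0.28 while its test pointed higher. Of 32 collagens and basement membrane genes, Lamb3, a laminin chain of epithelial basement membrane, and Col7a1 rose, and Nid1, a basement membrane linker, and Agrn fell (5 higher and 6 lower adjusted over the list alone). Lamb3 had a log2 fold change of 2.78 ± 0.26 and Nid1 of -2.41 ± 0.24 (adjusted p = 0.0240 and 0.0273). Lamb3 turned to -0.37 without the EV library of A3723 and was 5.94 without that of A3474, and Nid1 was -0.91 or -3.91 without the Smad4 library of A3723 or A3474. Within lines, Lamb3 changed by 3.26 on the log2 scale in A3723 and by 2.31 in A3474. It was higher in A3474 than in A3723 by 5.84, a difference that enters the values without 1 library. That list was not called either (camera adjusted p = 0.916), but it was called higher without the EV library of A3723 (0.0406) and lower without that of A3474 (0.0225).

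Epithelial junction genes fell as a list, with a median of -0.68 in A3723 and -1.76 in A3474. Of 30 members, Crb3 and Spint2 fell and 0 rose (1 higher and 7 lower adjusted over the list alone). Crb3, an apical polarity protein, went from 73.2 to 2.92 normalized counts in A3723 and from 316 to 31.5 in A3474 (adjusted p = 0.0407). Spint2, a membrane protease inhibitor, had a log2 fold change of -1.14 ± 0.16 (adjusted p = 0.0448), and -2.03 or -0.24 without the EV library of A3723 or A3474. Within lines, Spint2 changed by -1.02 in A3723 and by -1.25 in A3474. On the log2 scale Crb3 was at -2.24 or -5.29 without the Smad4 library of A3723 or A3474. The camera adjusted p was 1.67e-04, and adjusted p = 0.659 with an estimated correlation. The call was lost without the EV library of A3474 (0.402) or the Smad4 library of A3723 (0.314).

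Several cholangiocyte markers were lower with Smad4, and of 21 measured, 12 had lower values in both lines and 4 higher values in both. Of these 21 cholangiocyte markers, Krt7, Krt19, Pkhd1 and Bicc1 fell and Sox9 rose (2 higher and 7 lower adjusted over the list alone). Krt7 (chromosome 15, 101411043 to 101430313), a keratin of bile ducts, fell from 1677 to 82.8 normalized counts in A3723 and from 27961 to 3454 in A3474 (log2 fold change -3.67 ± 0.32, adjusted p = 0.0240). Krt19 fell from 1597 to 187 and from 7316 to 1473 (-2.70 ± 0.23, adjusted p = 0.0240). Without the Smad4 library of A3723 or A3474, the log2 fold change was -0.99 or -6.35 for Krt7 and -1.21 or -4.19 for Krt19. Pkhd1, which encodes fibrocystin of the primary cilium, had a log2 fold change of -3.57 ± 0.37 (adjusted p = 0.0282). Sox9 (chromosome 11, 112782224 to 112787760), a transcription factor of biliary progenitors, rose from 1653 to 3472 in A3723 and from 2180 to 4264 in A3474 (1.02 ± 0.15, adjusted p = 0.0495). Epcam, another epithelial marker, had 14.3 and 7.79 normalized counts in A3723 and 478 and 142 in A3474 and did not pass. The cholangiocyte list had a camera adjusted p of 0.00934, and adjusted p = 0.528 with an estimated correlation. It was not called without the EV library of A3474 (0.924) or the Smad4 library of A3723 (0.187).

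Among 13 hepatocyte markers, 6 had lower values in both lines and 4 higher values in both. Rbp4, Hnf4a and Itih2 fell and 0 rose (2 higher and 4 lower adjusted over the list alone). The camera adjusted p was 0.0240 without the block and 0.071 with it, and adjusted p = 0.518 with an estimated correlation. With quantile normalization it was 0.058. The call was also lost without the EV library of A3474 (0.0632) or its Smad4 library (0.0793). Arg1, the urea cycle arginase, had 30.3 and 112 normalized counts in EV and Smad4 cells of A3723 and 0.968 and 25.7 in A3474 and did not pass. Albumin (Alb) was at 0 normalized counts in 3 libraries and at 5.81 in the EV library of A3474. Markers of other cell types were low or did not shift together. Of 6 measured fibroblast and stellate cell markers none passed (camera adjusted p = 0.977; 0 adjusted over the list alone), with a median of -0.10 and a mean of 0.13. That list was called higher without the EV library of A3723 (0.00936) and lower without that of A3474 (0.00841). Dcn, a matrix proteoglycan, had 4610 and 3625 normalized counts in A3723 and 0 in both libraries of A3474. None of 6 endothelial markers passed (camera adjusted p = 0.916, with a median of 0.52 and a test that pointed lower; 0 adjusted over the list alone). Flt1, a VEGF receptor, had 280 and 387 normalized counts in A3723 and 968 and 1494 in A3474. The single measured leukocyte marker, Cd68, had between 81.3 and 107 in the 4 libraries and was not tested as a list.

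Genes of DNA replication and mitosis fell as lists, with larger median changes in A3723 than in A3474, a difference that was not tested. None of 49 G2/M genes passed alone (0 higher and 3 lower adjusted over the list alone), and 44 had lower values in both lines. Their median log2 fold change was -1.18 in A3723 and -0.28 in A3474 (camera adjusted p = 1.23e-24, and adjusted p = 0.518 with an estimated correlation). Top2a, the topoisomerase that resolves entangled chromosomes, had 14951 and 6020 normalized counts in EV and Smad4 cells of A3723, and 9271 and 7844 in A3474. None of 52 DNA replication genes passed (0 adjusted over the list alone). The median of that list was -0.78 in A3723 and -0.10 in A3474 (camera adjusted p = 2.05e-11, and adjusted p = 0.518 with an estimated correlation). Rrm1, a ribonucleotide reductase subunit, had 8461 and 4180 normalized counts in A3723 and 4707 and 4952 in A3474. Both list calls held without each of the 4 libraries in turn.

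Of 17 genes that restrain the cell cycle, Gadd45g rose and 0 fell (3 higher and 0 lower adjusted over the list alone). Gadd45g, a stress sensor that inhibits cyclin B1 and CDK1, had a log2 fold change of 2.04 ± 0.19 (adjusted p = 0.0251). The list median was 0.23 (camera adjusted p = 0.0152, and adjusted p = 0.518 with an estimated correlation). That call was lost without the EV library of A3723 (0.391), the Smad4 library of A3723 (0.0797) or the Smad4 library of A3474 (0.0528). None of 21 p53 target genes passed (0 higher and 1 lower adjusted over the list alone), and the list was not called (camera adjusted p = 0.140). It was called lower without the EV library of A3723 (7.75e-07) or the Smad4 library of A3474 (0.0342), and higher without the EV library of A3474 (0.018). Cdkn1a, the CDK inhibitor p21, had 571 and 2272 normalized counts in A3723 and 6699 and 7530 in A3474. Neither apoptosis genes (21 members; 1 higher adjusted over the list alone; camera adjusted p = 0.916) nor DNA methylation enzymes (16 members; 0 adjusted over the list alone; 0.691) were called. Dnmt1, the maintenance methyltransferase, had 6823 and 3704 normalized counts in A3723 and 5162 and 4782 in A3474.

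Growth and respiration genes fell slightly as lists, with 0 members passing in each. MYC targets and ribosome biogenesis genes (48 measured) had a median log2 fold change of -0.39 (camera adjusted p = 2.91e-13, and adjusted p = 0.518 with an estimated correlation), a call that held without each library in turn. Cytosolic ribosomal proteins (71 measured) had a median of -0.30 (camera adjusted p = 3.26e-06, and adjusted p = 0.713 with an estimated correlation). That call was lost without the EV library of A3474 (0.402) or the Smad4 library of A3723 (0.104). Nuclear genes of oxidative phosphorylation (75 measured) had a median of -0.17 (camera adjusted p = 1.08e-04, and adjusted p = 0.518 with an estimated correlation), lost without the EV library of A3723 (0.224). Adjusted over the list alone, 0 members passed in each of these lists. Mitochondrially encoded mRNAs (7 measured, median -0.15; camera adjusted p = 0.516) and fatty acid oxidation genes (29 measured, median -0.08; 0.150) were not called, and 0 members passed adjusted over the list alone. The mitochondrial mRNAs were called lower without the Smad4 library of A3723 (0.0279). Myc had 7001 and 4998 normalized counts in A3723 and 7734 and 6211 in A3474 and did not pass.

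The study measured a few genes by qPCR or named them as Smad4 targets, and these choices are not independent evidence of direction. It drew the qPCR genes from gene set results in reactive cholangiocytes, and named the Smad4 targets in those cells too. By qPCR in an AKPS line it reported several MYC targets lower with Smad4. For the genes related to oxidative phosphorylation it reported no consistent change there. Its 4 MYC targets had a median log2 fold change of -0.52 (camera adjusted p = 0.0095, and adjusted p = 0.518 with an estimated correlation), a call lost without the EV (0.432) or the Smad4 library (0.0802) of A3723. One of them, Ccna2, had 4604 and 1597 normalized counts in A3723 and 2371 and 1985 in A3474. Its 4 genes related to oxidative phosphorylation had a median of -0.21 and were not called (0.204). Its 4 Smad4 targets, Id1, Id3, Cdkn1a and Cdkn2b, had a median of 0.94 and were not called (0.234), although they were called higher without the Smad4 library of A3474 (0.0274). Adjusted over the list alone, 2 of these targets were higher and 0 members of the qPCR lists passed.

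Interferon response genes fell as a list, with 0 of 37 members passing (0 higher and 7 lower adjusted over the list alone). Their median was -1.23 in A3723 and -0.89 in A3474 (camera adjusted p = 6.82e-09, and adjusted p = 0.518 with an estimated correlation). B2m, the light chain of MHC class I, had 11262 and 12702 normalized counts in A3723 and 12894 and 14496 in A3474. Of 33 TNF/NF-kB response genes, Csf2, which encodes GM-CSF, and Ier3 rose and Icam1, an adhesion molecule for leukocytes, fell (3 higher and 3 lower adjusted over the list alone). Csf2 had a log2 fold change of 1.99 ± 0.15 and Icam1 of -3.25 ± 0.47 (adjusted p = 0.0198 and 0.0495), and Icam1 was at -4.45 or -2.05 without the EV library of A3723 or A3474. The TNF list was not called (camera adjusted p = 0.974; the median was -0.07 while the test pointed higher). None of 21 immediate early and AP-1 genes passed (7 higher and 0 lower adjusted over the list alone). That list rose with a median of 0.33 (camera adjusted p = 0.00121, and adjusted p = 0.528 with an estimated correlation), a call lost without the EV library of A3723 (0.0744) or the Smad4 library of A3474 (0.12).

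Hypoxia and glycolysis genes and cholesterol synthesis genes rose as lists. Of 34 hypoxia and glycolysis genes, Vegfa, an angiogenic growth factor, and Bhlhe40 rose and 0 fell (9 higher and 0 lower adjusted over the list alone). Both also belong to the TGFβ/SMAD list. Vegfa had a log2 fold change of 1.89 ± 0.18 and Bhlhe40 of 1.64 ± 0.22 (adjusted p = 0.0251 and 0.0432), and Vegfa was at 2.76 or 1.01 without the Smad4 library of A3723 or A3474. The list median was 0.35 (camera adjusted p = 1.44e-07, and adjusted p = 0.518 with an estimated correlation), lost without the Smad4 library of A3474 (0.0793). Cholesterol synthesis genes (23 measured) had a median of 0.47 (camera adjusted p = 3.26e-06, and adjusted p = 0.518 with an estimated correlation), and 10 were higher and 1 lower adjusted over the list alone. Over all genes 1 member passed, and it fell. The cholesterol call held without each library in turn.

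Xenobiotic metabolism and NRF2 target genes fell as a list. Of 27 members, Ugt2b34, Aldh1a1 and Gsta4 fell and 0 rose (0 higher and 8 lower adjusted over the list alone). Ugt2b34, a glucuronosyltransferase with close paralogs whose reads could be divided, had a log2 fold change of -4.13 ± 0.49 (adjusted p = 0.0344), and -6.63 or -1.64 without the EV library of A3723 or A3474. Aldh1a1, a retinaldehyde dehydrogenase, had -3.21 ± 0.41 (adjusted p = 0.0386). The list median was -0.22 in A3723 and -1.55 in A3474 (camera adjusted p = 2.67e-05, and adjusted p = 0.518 with an estimated correlation), lost without the Smad4 library of A3474 (0.0528). Unfolded protein response genes (26 measured, 0 passing, 0 adjusted over the list alone) were not called (camera adjusted p = 0.103). They were called lower with quantile normalization (0.0105), without the EV library of A3723 (2.17e-08) or the Smad4 library of A3474 (5.22e-05), and higher without the EV library of A3474 (0.00939).

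**Figure D2:**
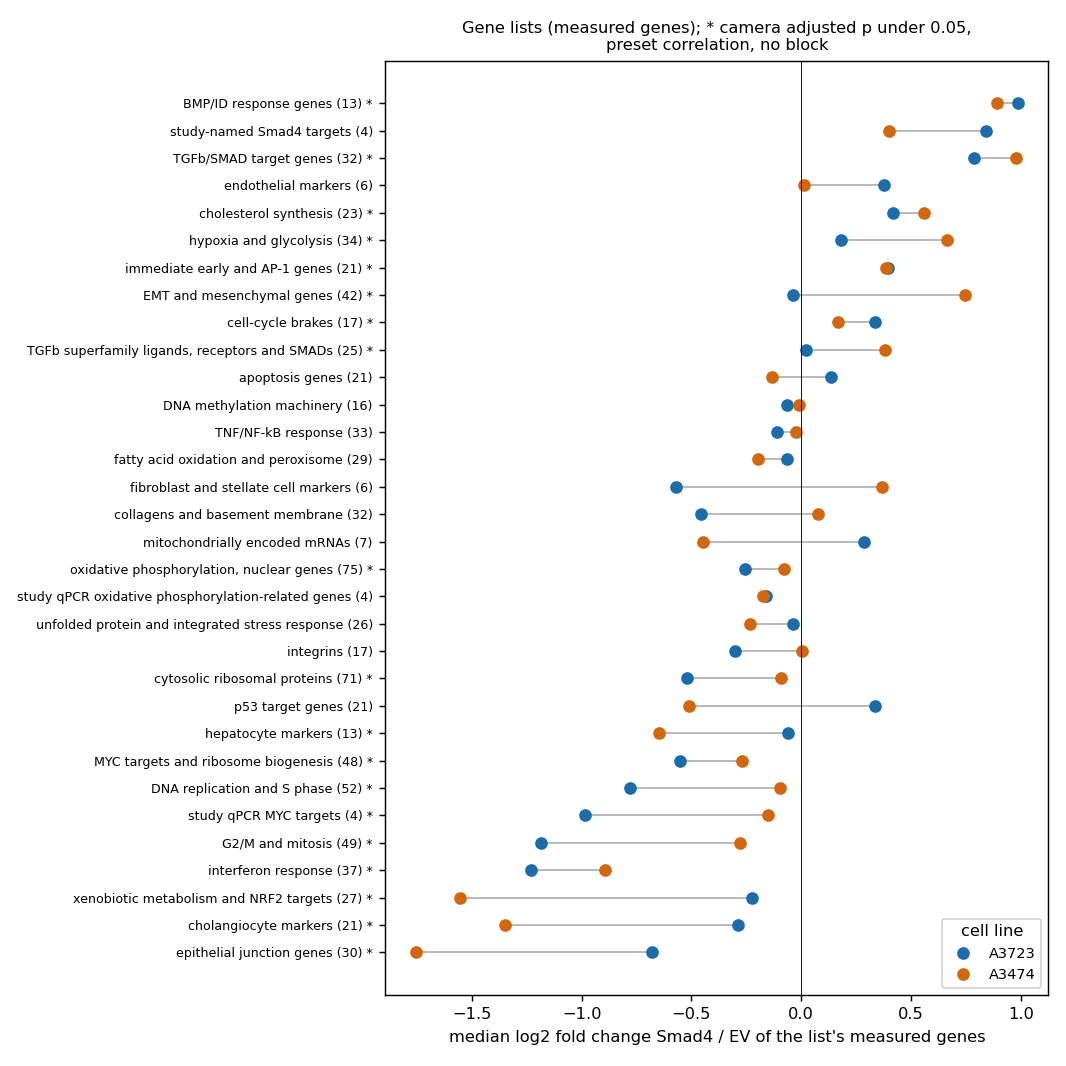
Median log2 fold change, Smad4 over EV, of each gene list in line A3723 and in line A3474, with 1 point per line and list, the number of measured genes in parentheses and an asterisk where camera called the list without the block. TGFβ/SMAD targets lie at 0.79 and 0.98, and G2/M genes at -1.18 and -0.28.

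Across 32 tested lists, camera called 8 higher and 11 lower without the block, and 8 higher and 10 lower with it. With an estimated correlation or with fry, 0 lists were called, with or without the block. With an estimated correlation camera has only 2 residual degrees of freedom without the block and 1 with it, which leaves little power. Without the block, adjusted p-values of the called lists were then between 0.319 and 0.713 with an estimated correlation and between 0.214 and 0.791 with fry. With the block they were between 0.819 and 0.839 and between 0.150 and 0.621. A total of 6 list calls held without each of the 4 libraries in turn, those of TGFβ/SMAD targets, DNA replication, G2/M, MYC targets, interferon and cholesterol synthesis.

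The changes in the 2 lines were partly alike. Across 13874 genes, the log2 changes in A3723 and A3474 had a Pearson r of 0.495 and a Spearman rho of 0.408, and genes are not independent replicates. Of 848 genes higher by over 2-fold in A3723 and 953 in A3474, 392 were shared, against 58.2 for independent lists. Of 1099 and 1146 genes lower by over 2-fold, 430 were shared, against 90.8 for independent lists. Another 61 genes were higher in A3723 and lower in A3474, and 57 were lower in A3723 and higher in A3474, each by over 2-fold. The pairs share no library.

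**Figure D3:**
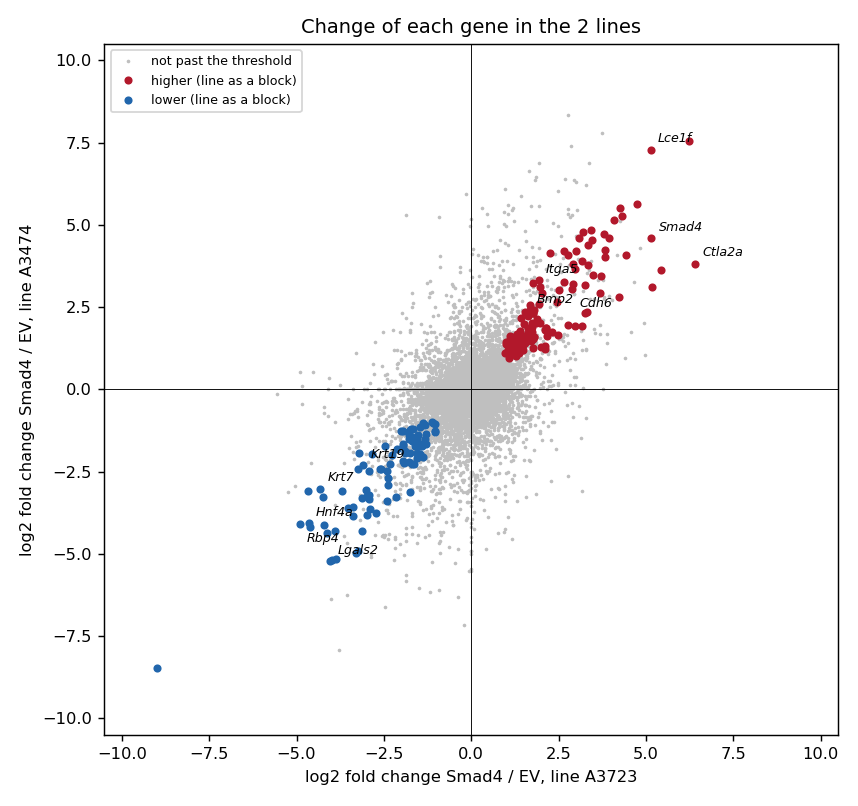
Log2 change, Smad4 over EV, of each tested gene in A3723 (x axis) and A3474 (y axis), with 1 point per gene and genes called by limma with the line as a block in colour. Smad4 lies at the upper right, Hnf4a and Rbp4 lie at the lower left, and the farthest point there is the pseudogene Smt3h2-ps, at 0 in both Smad4 libraries, whose position depends on the pseudocount.

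The lines themselves differed more than the vectors. With the vector as a term, limma called 1834 genes higher and 1774 lower in A3474 than in A3723. Log2 values correlated at 0.959 and 0.949 between the libraries of a line and at 0.815 to 0.870 between lines, across genes. The largest differences above A3723 included Mall, a membrane raft protein, at 954 and 1857 normalized counts in EV and Smad4 cells of A3474 and at 0 and 2.92 in A3723. Prdm16, a zinc finger regulator, had 705 and 374 in A3474 and 0 and 0.974 in A3723. Cyba, an NADPH oxidase subunit, had 401 and 472 against 0.892 and 0, with adjusted p-values of 0.00131 for Mall, 0.00241 for Prdm16 and 0.00215 for Cyba. Ctse, an aspartic protease, and Tns4, a focal adhesion protein, were higher in A3474 by 8.09 ± 0.34 and 7.77 ± 0.27 on the log2 scale (adjusted p = 0.00107 and 9.09e-04).

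The 5 largest differences below A3723 were in Col1a2, Dcn, Klhl4, Hs6st2 and Thbs2. Col1a2, a chain of type I collagen, had 10325 and 3377 normalized counts in EV and Smad4 cells of A3723 and 0 in A3474, at least 3555-fold and 965-fold lower against a floor of 3 reads per library. Dcn was at least 1587-fold and 1036-fold lower in A3474 in the same way. Klhl4 and Hs6st2, a heparan sulfate sulfotransferase, were also at 0 in A3474, against 2498 and 2461 normalized counts with EV in A3723. Thbs2, a matricellular protein, was lower in A3474 as well. Among lineage markers, Krt7, Krt19, Epcam and Hnf4a were higher in A3474 by 4.71, 2.58, 4.50 and 2.83 on the log2 scale, Arg1 was lower by a log2 difference of -3.04, and Sox9 did not pass (0.35).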

Values the study reported

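The study reported bisulfite sequencing of the same TGFβ-treated AKPS cells, in which 14,478 regions lost and 7853 regions gained DNA methylation with Smad4. It stated that 35% of the regions with decreased methylation and 24% of those with increased methylation were shared by the 2 lines. In reactive cholangiocytes from Smad4-deleted livers, a different set of samples, it counted 939 upregulated and 1337 downregulated genes at an adjusted P-value below 0.05. The study also reported gene set enrichment for RNA of the AKPS lines. MYC targets, E2F targets, G2/M and oxidative phosphorylation sets went with loss of Smad4. Sets of TGFβ signaling, EMT and TNFα signaling went with intact Smad4. Its gene sets and test differ from the lists and camera used here, which did not call the TNF list.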

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

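In this part the tests of the residual SD with its bounds, of GC content and length, of the epithelial junction genes and of leukocyte and endothelial markers were chosen only after the result was seen. The bounds of the GC and length test were written before its value was seen, and quantile normalization was chosen before the data were seen.

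Several genes and lists moved in opposite directions in the 2 lines, and since each line gave 1 pair of libraries, none of these differences was tested. The values are the log2 change in A3474 minus that in A3723, for genes whose counting intervals excluded 0 on opposite sides. The difference was 1.09 for Rrm1, -1.43 for Ccng1, 0.80 for Ldha, -0.91 for mt-Co1 and -0.97 for Cdkn2b. Rrm1 in A3474 (0.073) and Ldha in A3723 (-0.067) barely changed, and counting intervals leave out variation between cultures. For list medians the difference was -0.85 for p53 targets, -0.73 for mitochondrially encoded mRNAs and 0.94 for fibroblast markers. The fibroblast markers had low median counts in A3474, 5.33 with EV and 12.8 with Smad4.

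The 208 genes called with the line as a block were not called by limma without it. GC and length bias is argued against, since 96.4% of the 196 called genes with an annotation stayed called after correction. The median residual SD was 2.31 times larger without the block, between the bounds for and against line differences as the reason. That verdict rests on bounds chosen after the result was seen. The fits with and without the block differ only in the line term, which also changes the residual degrees of freedom and the variance pooled over genes. The calls were gained by adding this term, but not by removal of line differences alone. With the block and a single prior variance for all genes, limma called 0 genes (lowest adjusted p 0.196), so the calls also rest on the variance trend. In simulated reads with lines as different as these, limma called 0% of 8-fold changes without the block and 100% with it. The calls rest on 2 pairs of libraries and remain a hypothesis.

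G2/M genes had lower values with Smad4 by more in A3723 than in A3474, for 48 of 49 members. The median difference was -0.90 after quantile normalization and -0.93 as deposited. Size factors shift all genes of a library alike, and the median change over all tested genes was -0.012 in A3723 and 0.004 in A3474. The authors' size factors could thus not make this difference, and the outcome of the test was nearly fixed in advance. EV cells of A3474 had a median log2 difference of -0.69 from EV cells of A3723 over these genes, but the same EV libraries enter the difference of changes, so this value decides nothing. Mki67, a list member chosen after its values were seen, had 6427 and 6340.03 normalized counts with EV in A3723 and A3474, and 2572 and 4814 with Smad4. A lower starting level in A3474 and a different response of the lines were not tested and stay open.

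Pkhd1, Bicc1, Krt19, Krt7, Itih2, Hnf4a and Rbp4 fell with a median log2 fold change of -3.57. Size factors shift all genes of a library alike, and the median change over all tested genes was -0.012 in A3723 and 0.004 in A3474. They could not lower these genes alone, so the median of -3.50 after quantile normalization was nearly fixed in advance. Leukocyte and endothelial markers had a median of 0.487 normalized counts in the Smad4 libraries (Flt1 was highest at 1494). That median pools 34 markers of both kinds, so it could stay low with only 1 of these cell types present. It therefore cannot decide whether leukocytes or endothelial cells were there. Of 18 leukocyte markers 1 was measured, and of 16 endothelial markers 6. Dilution of the tumour cells by other cells would lower epithelial junction genes alike, but in A3723 86.7% of 30 such genes (exact 95% binomial interval 69.3% to 96.2%) were lower by less than 4-fold, or higher, as were 13 of the 14 with at least 100 normalized counts with EV. In A3474 the share was 53.3% (34.3% to 71.7%), with a junction median of -1.76 against -3.02 for the lineage genes. Dilution cannot be told apart there because the share lies near the bound of 50%. Both intervals take the genes of a single library pair as independent, so they are too narrow and say nothing about other cultures. The lineage genes were picked because they were called lower, and Bicc1 among them, at -1.77 in A3723, was itself lower by less than 4-fold there. A shift between sub-populations of each line was not tested and stays open beside an effect of Smad4.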

How the results depend on the processing

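The limma fits with the block and another pseudocount, filter, normalization, variance model or GC and length correction were added only after the data were seen, and the others were planned. Leaving out a library leaves 1 sample in a group, which is assumed to vary like the other group, and with the block no residual degree of freedom remains, so no such fit was tested. Depth limits low genes most, and a count of 0 allows 3 reads.

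The 0 calls of limma for Smad4 against EV stayed 0 with the other pseudocounts, filters and normalizations without the block, with edgeR and without each library. With the replicate block, the pairing of libraries by line, calls were 122 higher and 86 lower. DESeq2 gave 84 and 39, edgeR with the block 144 and 112, and DESeq2 with the block 462 and 329. The block gave 116 and 85 with a pseudocount of 0.25, 185 and 130 with 4, 961 and 922 with no filter (24465 genes tested), 84 and 56 at a minimum mean of 50 (11648 genes tested), 169 and 116 with quantile normalization and 129 and 85 with GC and length correction. With a single prior variance the block gave 0 and 0. The residual SD and simulated reads given above bear on the change with the block, and the cause of the other moves was not tested. Of 62 named genes reported and tested, 32 passed with the block and 16 with DESeq2.

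Between lines, 2840 genes were higher and 3044 lower in A3474 with no filter, 522 and 724 with a single prior variance and 474 and 622 with no term for the vector. The other settings stayed within 1.5 times. List calls were 0 and 0 with an estimated correlation, with fry, and with each of these plus the block. Without each library, lists higher were between 5 and 8, and the block ended the hepatocyte call (0.071) and no other. Quantile normalization (0.058) and a single prior variance (0.078) ended it too. The cause was not tested.

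Among named genes, none called with the block turned sign except Lamb3 without 1 library. Cd68 was 0.13 and Acadvl -0.00475 on the log2 scale with quantile normalization, and Cdkn2b was 0.0075 with edgeR and 0.0080 with DESeq2. The log2 fold changes of 18 genes turned sign without 1 library, where the lines no longer balance. Lowest and highest values were -0.16 and 0.22 for Acadvl, -0.56 and 0.020 for Atp5b, -0.41 and 0.057 for Bcl2l1, -1.82 and 1.06 for Ccng1, -0.20 and 0.20 for Cd68, -0.70 and 2.85 for Cdkn1a, -1.52 and 0.95 for Cdkn2b, -6.26 and 5.91 for Dcn, -0.17 and 0.029 for Decr1, -3.76 and 1.22 for Epcam, -0.43 and 1.52 for Flt1, -1.20 and 0.36 for Hspa5, -0.00477 and 3.38 for Id2, -0.64 and 3.82 for Id3, -0.37 and 5.94 for Lamb3, -0.25 and 0.92 for Ldha, -0.54 and 0.077 for Rplp0, and -0.53 and 0.15 for mt-Co1.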

Other observations

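The genes in this part were chosen after their values were seen, and no explanation was tested for them. Cdh1, epithelial cadherin, had 309 and 372 normalized counts in EV and Smad4 cells of A3723 and 8734 and 1449 in A3474. Cdkn2a had 11932 and 11043 in A3723 and 2823 and 1926 in A3474.

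Smt3h2-ps (chromosome X, 7752130 to 7752414), annotated as a processed pseudogene, had 507 normalized counts with EV in A3723 and 353 in A3474, and 0 in both Smad4 libraries. That is at least 174-fold and 101-fold lower, against a floor of 3 reads per library. Reads of near-identical genes were not told apart here.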
